A study of Mus musculus with 6 samples. Its data were reported in "Aberrant activation of the human sex-determining gene in early embryonic development results in postnatal growth retardation and lethality in mice" (2017).

How the data were processed

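Total RNA from the lungs of male FVB mice at postnatal day 6 was amplified, labelled with biotin and hybridised to Illumina MouseRef-8 BeadChips, with 3 hSRY-OFF and 3 hSRY-ON mice. Per the study's methods, a single copy of the transgene was placed at a chosen site of the mouse genome, and hSRY-OFF names mice that carry it without recombination. The mothers of hSRY-ON mice had a Cre transgene, and their eggs passed on the Cre recombinase. This enzyme recombined the hSRY transgene before the embryo first divided. The hSRY-ON mice used for the arrays did not themselves carry the Cre transgene. The study also calls its comparison mice controls, a name it gives to littermates without the transgene, so whether the hSRY-OFF mice of the arrays carried it rests on their label. Groups, replicate numbers and the strain name FVB were taken from the sample labels. The study's methods give the strain as FVB/N.

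The authors deposited a table of unprocessed values. It holds, for each probe and array, an intensity (the mean signal of the beads of that probe, on a linear scale) and a detection p-value. The intensities as deposited were neither background-corrected nor normalized between arrays. The median intensity of an array ranged from 177.1 to 204.0. The detection p-value that the authors deposited is the share of negative control probes of the array that were brighter than the probe. The software and settings that summarised the beads are not stated. The authors' own normalized values were not used here. The table pairs each probe with a gene symbol. Older symbols were matched to current names through the synonyms of a RefSeq gene table (assembly GRCm38.p6). It was otherwise used only for which genes neighbour each other, and no coordinates are given from it.

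The study analysed its arrays with the R package TCC, a count-based method. The deposited values are intensities, so limma 3.58.1 in R 4.3.3 was used in its place. Intensities were processed as in the neqc method. The background was estimated from the detection p-values, an offset of 16 was added, the arrays were quantile-normalized and log2 was taken. Probes with a detection p under 0.05 on at least 3 of the 6 arrays were kept, which left 13841 of 25697 probes (53.9%) for 10292 symbols. Quantile normalization gives every array the same distribution, so it removes any overall shift between groups and fixes the value of the brightest probe, here Hba-a1. Near background the log2 scale is compressed by the offset, so the changes of dim probes are understated. No 2 arrays held identical values.

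The groups were compared with lmFit and eBayes, without covariates, and p-values were adjusted by Benjamini-Hochberg over all kept probes with a threshold of 0.05. Counts and medians use fitted changes. Where a named probe was not detected on any array of 1 group, its change is given as a bound, and the count of 2-fold changes is also given with all such probes at their bound. The mean of the detected group was set against the mean, over the arrays of the other group, of the higher of the probe's own value and the lowest value among detected probes. Probes of the same gene were kept apart in the counts. The genes named in the text were chosen by rule. They are the 8 genes with the largest rise and the 8 with the largest fall among called probes whose group values did not overlap, with the probe of largest change for each gene. Pdpn, Sftpc, the Sox genes, Sry, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty were added whatever their result, as were the 2 members with the smallest p of each list past its threshold. A gene chosen by this rule is not reported here.

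Gene lists were tested with camera (preset correlation 0.01) on the kept probe with the highest mean for each gene, adjusted over the 17 lists tested. A list needed at least 80% of its genes on the array and 5 genes after filtering. Of 18 lists, 13 describe lung cell types, growth, immune genes and body states. The other 5 (cardiac muscle, thymocyte, erythroid, adipocyte and skeletal muscle genes) serve only to examine possible sources of RNA, and the adipocyte list was not tested because 1 of its genes passed the filter. A list of 12 liver genes was added later for the same purpose.

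The pipeline was tested on simulated data for this comparison, made from the means and spreads of the real probes, with known changes in 200 probes. In that simulation 17099 probes passed the filter and 50.5% of the changed probes were called, all with the right sign. Of the 105 calls, 3.81% were on unchanged probes. A planted list of 20 genes was found, and none of 100 random lists passed. The simulated probes varied independently of each other and with the same spread in both groups. In the real data the spread was larger in hSRY-ON, with a ratio of 1.72, and 26.9% of the kept probes were called. The simulation therefore checks that the pipeline runs correctly, but does not give the error rate of the real calls or lists.

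The design of the comparison, its gene list tests, the naming rule and most alternatives were fixed before the deposited values were examined. The study's own supplementary lists from these arrays had been read by then, and they include some of the genes in the lists tested here. Several tests of possible explanations were chosen after the results they concern had been seen. The alternatives were other background corrections and normalizations, other filters, a variance trend with robust estimation, array weights, 1 probe per symbol, the replicate number as a block, other thresholds, other gene set tests and leaving out each array in turn. A fit with array weights estimated per group was added after the data had been seen. The files name no chip or scan position, so chip could not be used as a block, and a difference between chips that coincides with the groups cannot be excluded. Arrays of other organs were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.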

Results

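Gene expression was measured in the lungs of male FVB mice at postnatal day 6. The study used a transgene in which the human sex-determining gene SRY is silent until a Cre recombinase removes a segment before it. Lungs of mice with the recombined, active transgene (hSRY-ON) were compared with lungs of mice labelled hSRY-OFF, a name the study gives to mice with the transgene not recombined. Each group had 3 mice and each mouse gave 1 Illumina BeadChip, so the data comprise 6 arrays. Each array held 25697 probes for 18138 gene symbols. At a detection p under 0.05, between 13191 and 14134 probes were detected per array. The lowest number was on the array of hSRY-ON replicate 1 and the highest on that of hSRY-OFF replicate 1. The number of arrays limits the precision of every value given here. The files give no genome coordinates, so genes are named by the symbols of the array.

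The transgene and the sex labels were examined first. The array has no probe designed for human SRY. Its probe for mouse Sry was not detected on any array, with a normalized log2 intensity of 4.51 ± 0.07 (SD, n = 3) in hSRY-OFF and 4.66 ± 0.05 (SD, n = 3) in hSRY-ON lungs. The activity of the transgene therefore could not be read from these arrays. The Y-linked gene Ddx3y was detected on all 6 arrays by 1 of its 3 probes, at 11.36 ± 0.08 (SD, n = 3) in hSRY-OFF and 11.55 ± 0.22 (SD, n = 3) in hSRY-ON lungs. This difference was within the spread between replicates (limma, adjusted p = 0.346). Uty, also Y-linked, was detected on 2 hSRY-OFF and 3 hSRY-ON arrays and did not differ (limma, adjusted p = 0.450). Neither probe of the X-inactivation transcript Xist was detected on any array, and neither was the probe of Eif2s3y. The probe of Kdm5d, named Jarid1d on the array, was detected on 1 array of each group. All 6 samples are labelled male.

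The arrays separated by group. Over the 13841 probes that passed the detection filter, the correlation between 2 arrays ranged from 0.991 to 0.993 within hSRY-OFF, from 0.972 to 0.980 within hSRY-ON and from 0.935 to 0.959 between the groups. These correlations are across probes, which are not independent replicates. The first principal component held 67.9% of the variance and placed all hSRY-ON arrays on the other side from the hSRY-OFF arrays. The hSRY-ON arrays were more variable. The median SD of a probe was 0.223 on the log2 scale in hSRY-ON and 0.130 in hSRY-OFF, a ratio of 1.72, and 73.6% of the probes had the larger SD in hSRY-ON.

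The main comparison asked which transcripts differ between hSRY-ON and hSRY-OFF lungs. The study reports that hSRY-ON pups hardly suckled, lacked milk in the stomach and were growth-retarded at this age, and that all died early. The comparison therefore cannot separate effects of human SRY within the lung from those of poor feeding, slow growth and failing health. Of the 13841 probes tested, 3728 (26.9%) differed between hSRY-ON and hSRY-OFF lungs at an adjusted p under 0.05 (limma, two-sided, Benjamini-Hochberg adjustment). Among these, 1883 were higher and 1845 were lower in hSRY-ON. The calls covered 3149 gene symbols, of which 2 had probes called in both directions. In 46.6% of the tested probes the values of both groups did not overlap, where chance gives 10% for 3 against 3 arrays. The median absolute fitted change among the calls was 0.83 on the log2 scale, and the median change of all tested probes was -0.03. The number of calls was moved most by a stricter threshold, and was 1326 at an adjusted p under 0.01. Leaving out an array also moved it. It was 1504 without hSRY-OFF replicate 1, 1621 without hSRY-OFF replicate 2, 2103 without hSRY-OFF replicate 3 and 2393 without hSRY-ON replicate 2. In the same order, 912, 971, 1165 and 1254 probes were higher and 592, 650, 938 and 1139 were lower. Without hSRY-ON replicate 1 the number of calls was 4384. An exact permutation test of a single probe cannot give a p below 0.1 with 3 against 3 arrays, so the calls rest on the variance that limma shares across probes.

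A fitted change of at least 2-fold was seen for 1343 of the calls. Of these, 763 were higher and 580 were lower in hSRY-ON. This count depended on the background correction, which sets how far dim signals are compressed, and was 451 without any correction. For 234 of the 3728 calls, the probe was not detected on any array of 1 group. The fitted change of such a probe is no bound, and in all 234 it was larger than the change that the lowest detected signal supports. With these probes at that bound, 1276 calls had a change of at least 2-fold, 733 higher and 543 lower, and the median absolute change among the calls was 0.81.

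The 8 genes with the largest rises and the 8 with the largest falls were taken among the calls whose group values did not overlap. Nppa, which encodes atrial natriuretic peptide, was among the rises. Its probe ILMN_3161547 went from 5.79 ± 1.001 (SD, n = 3) in hSRY-OFF to 11.34 ± 1.76 (SD, n = 3) in hSRY-ON, a log2 change of 5.55 with a standard error of 0.88 (limma, adjusted p = 0.00611). It was detected on 2 of the hSRY-OFF arrays. The acute-phase gene Orm1 (ILMN_1226935) rose from 5.38 ± 0.19 (SD, n = 3) to 10.46 ± 0.14 (SD, n = 3). Its change was 5.08 with a standard error of 0.14 (limma, adjusted p = 4.27e-05), and it was detected on 1 hSRY-OFF array. The remaining rises were 4.70 for Guca2a, 4.14 for Gpnmb, 3.92 for Gdpd2, 3.76 for Chi3l3, 3.75 for Scgb3a1 and 3.67 for AI593442 on the log2 scale. Their adjusted p ranged from 0.000478 for Guca2a to 0.00840 for Chi3l3 (limma). Gdpd2 was detected on 2 hSRY-OFF arrays. The size and order of the rises depend on the background correction, since dim hSRY-OFF signals lie near background. Without correction the changes were 3.82 for Nppa, 3.10 for Orm1, 3.38 for Guca2a, 3.36 for Gpnmb, 2.14 for Gdpd2, 3.32 for Chi3l3, 2.44 for Scgb3a1 and 1.98 for AI593442.

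Among the falls, the goblet cell gene Clca3 (ILMN_2690676) was detected on all hSRY-OFF arrays, at 8.86 ± 0.95 (SD, n = 3), and on none of the hSRY-ON arrays. It was at least 10.95-fold lower in hSRY-ON (limma, adjusted p = 0.00155). Here the mean of the group in which a probe was detected was set against the lowest detected signal of the arrays of the other group. As a bound, the fall of Clca3 has no rank among the measured falls. The bound holds for the chosen background correction only. Without correction the fitted log2 change of Clca3 was -2.06. The sodium channel gene Scn7a (ILMN_2656777) fell from 9.21 ± 0.28 (SD, n = 3) to 5.99 ± 0.47 (SD, n = 3). Its log2 change was -3.22 with a standard error of 0.26 (limma, adjusted p = 0.000843). The other changes were -3.09 for Prss35, -3.06 for Rcan1, -2.90 for Tnc, -2.78 for H2-Ab1, -2.72 for P2ry14 and -2.70 for Mdk. Their adjusted p ranged from 0.00126 for Rcan1 to 0.00974 for Mdk (limma). Prss35 and P2ry14 were each detected on 2 hSRY-ON arrays. The size and order of the falls also depend on the background correction. Without it the changes were -1.84 for Scn7a, -2.02 for Prss35, -2.29 for Rcan1, -1.93 for Tnc, -1.87 for H2-Ab1, -1.32 for P2ry14 and -2.36 for Mdk. All kept probes of Tnc (5), Mdk (4), H2-Ab1 (3) and P2ry14 (3) fell.

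**Figure D1:**
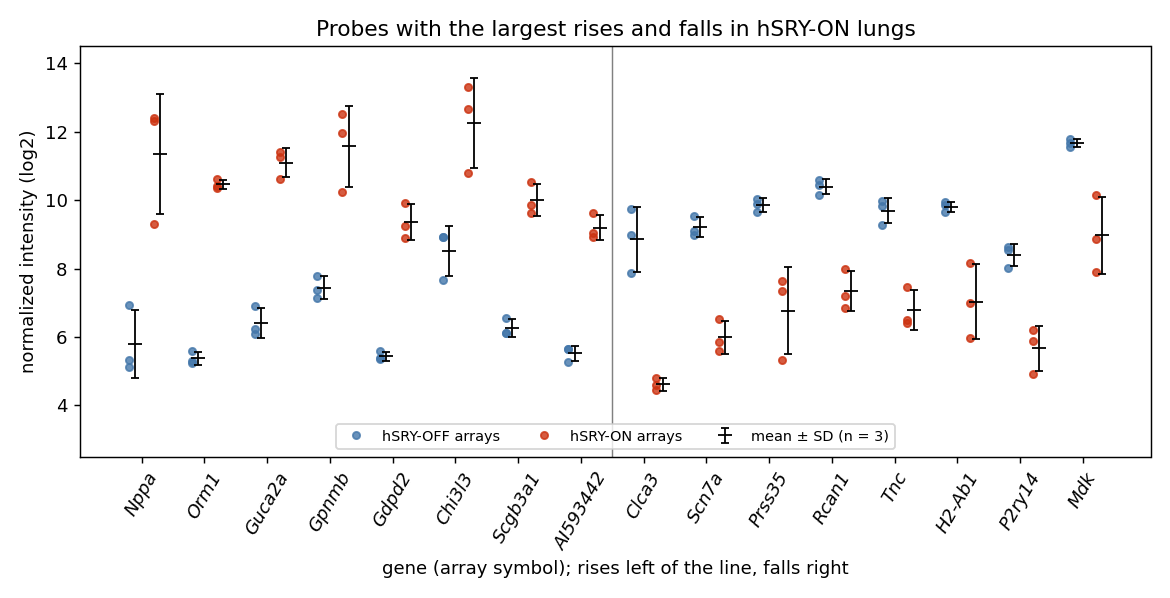
Normalized log2 intensity of the probes with the 8 largest rises and the 8 largest falls, with 1 point per array and the mean and SD of each group of 3 arrays beside the points. All hSRY-ON points lie above the hSRY-OFF points for the rises and below them for the falls, and the hSRY-ON values of Nppa range from 9.31 to 12.39.

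The study stained lungs of newborn mice for the products of Pdpn and Sftpc. These mark flat alveolar type I cells and surfactant-producing alveolar type II cells respectively. It reported that both cell types were present. The arrays measured RNA of the lung at postnatal day 6, so measure and age differ from the staining. Neither transcript passed the threshold. Pdpn, named Gp38 on the array, was at 12.97 ± 0.06 (SD, n = 3) in hSRY-OFF and 13.20 ± 0.08 (SD, n = 3) in hSRY-ON, a log2 change of 0.23 (limma, adjusted p = 0.170). It passed the threshold only without background correction and with a single scaling factor per array, at an adjusted p of 0.0357. Over all alternatives its change ranged from 0.19 to 0.38 and its adjusted p from 0.0357 to 0.365. Sftpc was at 14.28 ± 0.05 (SD, n = 3) and 14.03 ± 0.11 (SD, n = 3), a log2 change of -0.25 (limma, adjusted p = 0.150). It passed only with a variance trend and robust estimation, at an adjusted p of 0.0318. Over all alternatives its change ranged from -0.32 to -0.03 and its adjusted p from 0.0318 to 0.897, and the change was smallest with median normalization. The group values of both genes did not overlap.

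SRY belongs to the same protein family as the SOX factors, so the Sox genes were examined together. The array held 28 probes for 16 Sox genes, and 13 probes for 10 of them passed the filter. Of these, 1 probe was called higher and 6 were called lower in hSRY-ON (limma). Sox21 rose by 1.01 on the log2 scale (adjusted p = 0.0117), on a probe detected on 2 hSRY-OFF and 3 hSRY-ON arrays. Sox17 changed by -1.08 on the probe that was called (adjusted p = 0.0105) and by -1.68 on another that was not (adjusted p = 0.0922). Sox13 changed by -0.81 (adjusted p = 0.00686). The 2 probes of Sox7 changed by -0.77 and -0.88 (adjusted p = 0.0107 and 0.0161). Sox18 changed by -0.82 (adjusted p = 0.0436) and Sox8 by -0.45 (adjusted p = 0.0428). The uncalled Sox17 probe and the Sox8 probe were each detected on 1 hSRY-ON array. The sizes for dim probes depend on the background correction. Without it the changes were 0.31 for Sox21, -0.53 for Sox13, -0.12 for Sox8 and -0.61 for the uncalled Sox17 probe, while those of the other called Sox probes lay between -0.94 and -0.74. Several of these calls depended on single arrays. Sox8 lost its call whichever array was left out and under all but 3 of the 19 alternatives in which it was tested. Sox18 lost it without each hSRY-OFF array and without hSRY-ON replicate 2 or 3, and also with cyclic loess (adjusted p = 0.0531) and without the detection filter (adjusted p = 0.0662). The Sox7 calls were lost without hSRY-OFF replicate 1 or 2, and the call of the Sox7 probe at -0.88 also without hSRY-ON replicate 2. Sox21 lost its call without hSRY-OFF replicate 2 (adjusted p = 0.0506), and its change over all alternatives ranged from 0.29 to 1.15. Sox17's uncalled probe was called without hSRY-ON replicate 1 (adjusted p = 0.00102) and with array weights (adjusted p = 0.0241). The probe of Sox9 was detected on 1 hSRY-OFF array and on no hSRY-ON array, and it was not tested.

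To ask which lung cell types and body states the changes covered, 13 gene lists were tested with camera. The lists were fixed before the deposited values were examined. The study and its own supplementary lists from these arrays, which include some of the same genes, had been read by then. The gene lists are therefore not independent evidence. At an adjusted p under 0.05, 8 of the 13 lists differed. The 18 tested proliferation genes were all lower in hSRY-ON, with a median log2 change of -1.40 (camera, adjusted p = 1.84e-07). Of these, 16 were called over all probes and 18 when adjusted over the list alone. All 9 acute inflammation genes were higher, with a median of 1.48 (adjusted p = 9.09e-05), and all 9 were called under both adjustments. All 10 glucocorticoid-responsive genes were higher, with a median of 1.33 (adjusted p = 9.09e-05), and 8 were called over all probes and 9 adjusted over the list alone. Of the 9 fasting and PPAR-responsive genes, 8 were higher, with a median of 1.02 (adjusted p = 0.000497), and 7 were called over all probes and 8 adjusted over the list alone.

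Among the lung cell types, 8 of 9 ciliated cell genes were higher, with a median log2 change of 1.15 (camera, adjusted p = 0.000497). Here 6 were called over all probes and 7 adjusted over the list alone. Spag16, counted as higher, changed by only 0.00298 (limma, adjusted p = 0.990). All 8 airway secretory cell genes were higher, with a median of 0.83 (adjusted p = 0.000497), and 5 were called over all probes and 6 adjusted over the list alone. Among them, Scgb1a1 was practically unchanged, at 0.0065 (limma, adjusted p = 0.972). All 10 macrophage genes were higher, with a median of 0.75 (adjusted p = 0.00135), and 6 were called under both adjustments. Of the 15 endothelial genes, 12 were lower, with a median of -0.42 (adjusted p = 0.0127). Over all probes 6 of them were called lower and 1 higher, and adjusted over the list alone 7 lower and 1 higher. The endothelial list no longer passed with median normalization (adjusted p = 0.0673) or without hSRY-ON replicate 3 (adjusted p = 0.0611).

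The lists for alveolar type I cells (median 0.17, adjusted p = 0.549), alveolar type II cells (median 0.28, adjusted p = 0.302), elastic fibres and alveolar myofibroblasts (median -0.24, adjusted p = 0.227), epithelial junctions (median -0.06, adjusted p = 0.549) and hypoxia-responsive genes (median 0.21, adjusted p = 0.212) did not pass (camera). In this order, 1, 4, 1, 4 and 3 of their genes were called higher and 1, 1, 4, 0 and 0 lower over all probes. Adjusted over the list alone these were 1, 5, 2, 4 and 3 higher and 1, 1, 5, 0 and 0 lower. The median of the junction list was below 0, whereas its mean change of 0.16 and its test pointed upwards. Camera was run with a preset correlation of 0.01 between genes. All 8 calls held under fry, which also called the type I, type II and junction lists. None held when camera estimated the correlation from the arrays, where the lowest adjusted p was 0.328.

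**Figure D2:**
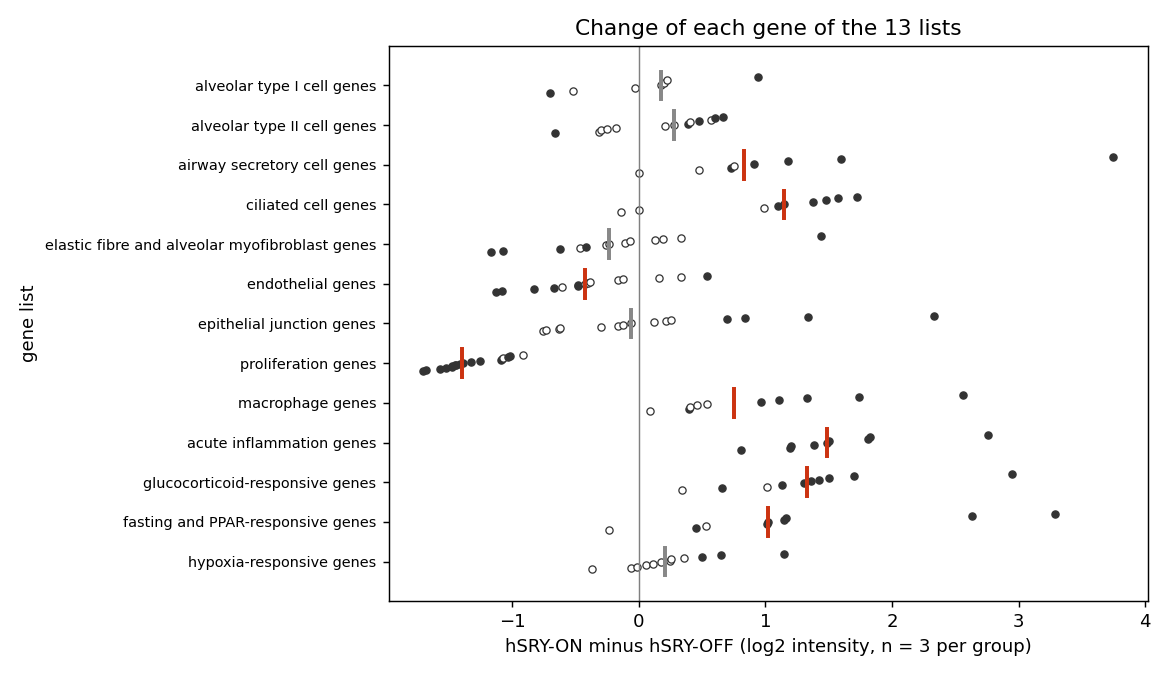
Change in log2 intensity between hSRY-ON and hSRY-OFF of each tested gene of the 13 lists, with 1 point per gene, filled where the gene was called by limma over all probes. The vertical bars are the list medians, in red for the 8 lists past the camera threshold and in grey for the others, and the 18 proliferation genes all lie below 0.

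Within the lists past the threshold, genes were taken from the 2 with the smallest p of each. In the proliferation list, Mcm3 changed by -1.70 and Mcm6 by -1.44 on the log2 scale. In the inflammation list, Il1rn rose by 1.83 and C3 by 1.21. In the glucocorticoid list, Fkbp5 rose by 2.95 and Mt2 by 1.43. In the fasting list, Pdk4 rose by 3.29. In the airway lists, Scgb3a1 rose by 3.75, Cyp2f2 by 1.18, Tekt1 by 1.72 and Dynlrb2 by 1.38. In the macrophage list, Marco rose by 2.56 and Cd14 by 1.74. In the endothelial list, Tie1 changed by -0.82 and Cldn5 by -0.67. Without background correction the rises of Marco, Il1rn and Mt2 were 1.17, 0.95 and 0.63. The largest adjusted p among the list members named was 0.0103, for Cd14 (limma).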

Values the study reported

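The study reported arrays from male hSRY-OFF and hSRY-ON mice at postnatal day 6 with n = 3 for each group. It passed the top 700 genes that were higher or lower in each organ to a pathway analysis.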

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

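The fit with array weights per group was chosen after the data had been seen. The other alternatives were planned. The number of probes that differed was 3728 and stayed within 1.5 times this count under every other normalization, background correction, filter and variance model tried. Leaving out arrays gave between 1504 (without hSRY-OFF replicate 1) and 4384 calls (without hSRY-ON replicate 1). The probes higher in hSRY-ON ranged from 912 to 2052 and those lower from 592 to 2332. Fewer arrays leave fewer degrees of freedom, but the count rose without hSRY-ON replicate 1, and the cause of the differences between arrays was not tested. Of the 3728 calls, 40.1% were also called without hSRY-OFF replicate 1 and 86.1% without hSRY-ON replicate 1, and 0 took the other sign in any fit that left out an array. An adjusted p under 0.01 left 1326 calls, by construction fewer.

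The count of probes changed at least 2-fold, 1343 in the chosen processing, fell to 451 without background correction, to 759 with normexp and an offset of 50, and to 453 without background correction and with a single scaling factor per array. These settings leave more background in the signal, which compresses the changes by construction. Leaving out arrays gave 949 to 1509. Higher probes made up 50.5% of the calls, and between 42.5% (single scaling factor without background correction) and 54.7% (cyclic loess) under other normalizations. The median change of all tested probes stayed between -0.04 and -0.01 under these.

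Of the 13 lists, 8 passed. This number was 7 with median normalization and without hSRY-ON replicate 3, which each lost the endothelial list, and 8 under every other processing and with each other array left out (7 to 8 over the arrays left out). It was 11 under fry and 0 when camera estimated the correlation between genes. That estimate comes from 6 arrays, and the cause was not tested further. The direction for the epithelial junction list, which was not called, reversed without hSRY-ON replicate 1, where its median was -0.11 (adjusted p = 0.943). Over all arrays left out its median ranged from -0.12 to 0.13. The cause was not tested. The median of the hypoxia list, not called in any setting, went as low as -0.10 while its test kept its direction. The medians of 3 other uncalled lists kept their sign but varied in size over the arrays left out. They ranged from 0.07 to 0.19 for type I cells and from 0.11 to 0.42 for type II cells. For elastic fibres and alveolar myofibroblasts the range was -0.31 to -0.14.

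The 16 genes with the largest changes were called in the same direction in all 305 values from 20 alternatives, with a highest adjusted p of 0.0410. In 15 further cases the probe was not among those tested. The 16 list members kept their calls in all 319 values. The 13 Sox probes lost their call in 29 of 251 values, 16 of them for Sox8 and 7 for Sox18, and 2 values gained one. Without hSRY-ON replicate 1, the changes of Sox12 (0.057, adjusted p = 0.741) and of a Sox5 probe (0.013, adjusted p = 0.947) reversed. Over all arrays left out they ranged from -0.141 to 0.057 and from -0.262 to 0.013. Neither was called in any setting, and the cause was not tested.

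The groups share replicate numbers, and the numbers do not pair the samples. The deviations of same-numbered arrays from their group means correlated at -0.11, 0.10 and -0.09 across probes. With the replicate number as a block, 2655 probes were called, 1421 higher and 1234 lower, and 1290 changed at least 2-fold, and 8 lists passed. Among the named genes this block lost the call of Sox8 (adjusted p = 0.0970). Array weights per group, which allow for the larger spread in hSRY-ON, gave 3629 calls.

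The chip as a block was not run, because the files name no chip. Signal over background limits the dim probes. For 234 of the calls 1 group was not detected. With these at their bound, the count of at least 2-fold changes was 1276 in place of 1343.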

Other observations

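The tests on the extent of the change, on heart, endothelial and liver sources, and on gene families were chosen after the result they concern had been seen. The tests on regrouped arrays, on noise near background, on a single aberrant array, on thymus and on the genes assumed to lie beside the insertion were written before.

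Chance cannot be excluded as the source of the counts by regrouping, because 6 arrays allow only 10 splits into 3 and 3. The real split was the only 1 of 10 to give as many called probes, the only 1 of 10 to give as many 2-fold changes and the only 1 of 10 to give as many lists. The other 9 splits gave 0 called probes, but up to 6 lists. Each of them mixes arrays of both groups. Part of the real difference therefore stays between the sets compared, and part enters the spread within them. Neither count shows what chance alone would give, so nothing is concluded from them.

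The hSRY-ON arrays varied more than the hSRY-OFF arrays. Noise near background is argued against, since the ratio of the median SDs was 1.86 among the brightest 25% of probes. A single aberrant array is also argued against. The ratio stayed at 1.26 or more whichever hSRY-ON array was left out, although the median SD of 2 arrays is lower than that of 3 by construction. The mice may instead have been affected to different extents. The difference between hSRY-ON replicates 2 and 3 followed the change of replicate 1 from the hSRY-OFF mean (r = 0.40 across probes), and that between replicates 1 and 2 opposed the change of replicate 3 (r = -0.35). Both place replicate 2 furthest along the common change. For replicates 1 and 3 against replicate 2, r was 0.04. An earlier form of this test set each array against the mean of the other two, which enters both sides with opposite sign and pushes r downwards. Its largest r was 0.19, and it decides nothing. A difference in how far each pup's growth had slowed, or in litter or dissection, was not tested.

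Nppa is strongly expressed in heart, so heart tissue in the hSRY-ON samples was considered. The 11 other cardiac genes tested had a median change of -0.80, with 5 called lower and 1 higher, which argues against it. The brightest of them, Myl4, was at 12.45 in hSRY-OFF and 10.52 in hSRY-ON. Csrp3 changed by -0.80, Myl2 by -2.59, Myh6 by 0.08 and Myl3 by 1.12. The normal lung samples also showed cardiac genes, with 11 of the 16 detected on all hSRY-OFF arrays. The list of 12 as a whole did not pass (camera, adjusted p = 0.109). A change within cardiac-type muscle of the lung stays open and was not tested.

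Orm1 is also an abundant liver transcript, and liver RNA in the hSRY-ON samples was considered. Of 12 other liver genes, 5 were detected on all 3 hSRY-ON arrays. Alb, the most abundant liver transcript, was at 4.61 in hSRY-ON and 4.55 in hSRY-OFF and was not detected on any array. Apoc3, Ttr, Fgb and Apoh were likewise not detected on any. This argues against liver RNA. Of the 12, 2 were detected on all hSRY-OFF arrays. The 5 genes that were tested had a median change of 1.24, and 4 were called higher (Ahsg, Apoa1, Hpx and Trf). Ahsg and Apoa1 were not detected on any hSRY-OFF array, and with these 2 at their bound the median was 1.10. Expression of such genes within the lung stays open as a hypothesis.

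Thymocyte genes fell, with all 9 tested genes lower, a median change of -1.25 (camera, adjusted p = 0.000497) and 6 called. Thymus lies near the lung, and thymus tissue in the hSRY-OFF samples could give this pattern. Of 4 genes restricted to thymocytes, 1 (Ptcra) was detected on all 3 hSRY-OFF arrays, and Rag1, Rag2 and Dntt were detected on none. At necropsy the study found the thymus of some hSRY-ON pups small or absent, and it proposes that this could affect T-cell differentiation. Fewer T cells in the hSRY-ON lung could thus also give this pattern. The arrays alone cannot tell thymus tissue and fewer lymphocytes apart. Ptcra lay near background, and T cells of the lung express the other genes of the list. The brightest, Cd3g, was at 9.01 in hSRY-OFF and 7.22 in hSRY-ON. Of the 15 genes in the list, 9 were detected on all hSRY-OFF arrays. Of the remaining source lists, the erythroid list (median 0.39, adjusted p = 0.0981) and the skeletal muscle list (median 0.24, adjusted p = 0.790) did not pass, and the 1 adipocyte gene tested, Cidea, rose by 1.16.

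Sox7, Sox17 and Sox18 are expressed in endothelium, and a smaller share of endothelial cells is a possible explanation for their fall. The 14 other endothelial genes had a median change of -0.41, with 5 called lower. Eng was called higher, at 0.54 (limma, adjusted p = 0.0259). A smaller share of endothelial cells and a change in expression within them cannot be told apart from tissue RNA, because the list fell as a set while its members spread from -1.12 for Nos3 to 0.54 for Eng.

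Drg1 and Eif4enif1 were assumed to be the genes beside the transgene. They neighbour each other in the reference table, with 0 other genes that start between them, but that the insertion lies there was not tested. Mice named hSRY-OFF carry it too by the study's definition, but the study also calls its comparison mice controls, so whether the insertion differs between the groups is not settled here. Of the 4 tested probes of these genes, 1 was called. It belongs to Drg1 and changed by -0.51 (limma, adjusted p = 0.0188), and another Drg1 probe changed by -0.98 (adjusted p = 0.0633). The Eif4enif1 probes changed by -0.27 and -0.15 and were not called. An effect of the insertion cannot be told apart from the general change, because 26.9% of all tested probes were called, because the place of the insertion was assumed and because the insertion may be present in both groups.

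The members of several gene families sharing a symbol stem mostly moved in the same direction. The families were chosen after their changes had been seen. All 7 Mcm genes were lower (median -1.41), as were all 6 Hoxb genes (median -1.04), and all of both families were called. All 5 Upk genes were higher (median 1.02, 3 called). Of 14 Cldn genes 12 were higher (median 0.75), with 8 called higher and 1 lower. Of 24 Cyp genes 23 were higher (median 0.49), with 11 called higher and 1 lower. Of 14 Aldh genes 13 were higher (median 0.40), with 5 called higher and 1 lower. For these 6 families the direction did not depend on the choice of normalization or background correction. Under the other settings 0 of them took the other sign. Every setting adjusted the arrays to each other, so between-array normalization itself was not excluded as the cause. The sizes depend on these settings. The median ranged from -1.42 to -1.17 for Mcm, from -1.10 to -0.60 for Hoxb, from 0.35 to 1.07 for Upk, from 0.45 to 0.78 for Cldn, from 0.20 to 0.51 for Cyp and from 0.23 to 0.44 for Aldh. The 7 Tubb genes went both ways, with 4 lower and 3 higher and 3 called lower. Their median of -0.40 also took the other sign in 0 of the settings, but with members that go both ways it decides nothing about between-array normalization. The ribosomal Rps and Rpl families, with medians of -0.08 and -0.09, were different, and both (2 of 2) took the other sign under another setting, so no direction is given for them. Changes in cell composition and changes within cells were not separated by any test for these families.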
